A study of Mus musculus with 32 samples.

How the data were processed

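Gene expression was measured by RNA sequencing in 32 libraries of the mouse embryonic stem cell line E14, and the tables used here are the authors' deposited tables of normalised counts, 5 in all. Per the labels, the RNA was purified for mRNA, fragmented and converted to cDNA libraries with a commercial kit. The values are a signal that is never negative, and the deposited table names and the labels call them normalised counts. No label or header states the aligner, the counting tool, the genome build, the annotation, the normalisation or the rule by which genes were listed.

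Library totals of the deposited values lay between 15364584 and 19642332. The values were not whole multiples of a fixed step in a library: the step that best fitted the low values of a library lay between 0.812 and 1.25, with a coherence of only 0.293 to 0.527, where whole reads would give a coherence near 1. Whole reads were therefore not recovered, no test on counts was run, and each library's depth is known only approximately, as 14158667 to 23971191 reads if the step is taken as 1 read. Replicate libraries correlated with r from 0.983 to 0.992 across genes on the log2 scale. Genes are not independent, so this r describes the libraries and carries no p-value.

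Each table was read through a hand-written map of columns to samples, and 0 columns were left unmapped. Groups follow the sample titles, with 2 libraries in each of 16 groups. For 4 libraries the title and the treatment label disagree: those titled as mutated CTCF without IAA are labelled as treated for 12 h, and those titled as wild-type CTCF with IAA are labelled as untreated. The last line of the CTCF degradation table breaks off inside a gene name, so that table ends early. The other tables list between 113 and 165 genes whose identifiers sort after its last complete line, and such genes were not analysed in the CTCF degradation table.

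Genes with a mean of at least 10 over all libraries of a table were tested, which left 13699 to 15499 genes per table. Differences were fitted on log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a mean trend), with all groups of a table in the same fit, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. A log2 difference is on the log2(value + 1) scale and understates the change of low genes. A second measure counted, without a test, genes whose mean log2(value + 1) differed between groups by at least 1, here called 2-fold. The tables were normalised separately, so tests were made only within a table, and comparisons of direction across tables are descriptions across genes. For comparisons that share control libraries, unchanged groups were simulated 100 times against the same controls. The simulated share of equal signs was taken over genes past an unadjusted threshold, so its selection of genes is not the same as in the observed share. The overlap of the 2 interactions is therefore also given at an unadjusted p under 0.05, beside the simulated overlap at that threshold.

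A response score was the mean log2 value of the genes called higher minus that of the genes called lower, at least 2-fold, after 12 h of IAA in the CTCF degradation table, computed in each library of the separate overexpression table. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333. Gene lists written from general knowledge of these cells before the data were examined were tested with camera (preset correlation 0.01) and fry, for lists with at least 5 members tested, with Benjamini-Hochberg adjustment over all 184 list and comparison pairs. The lists covered naive pluripotency, primed and lineage genes, genes of the 2-cell-like state, clustered protocadherins, p53 targets, aryl hydrocarbon receptor targets, Hox genes, cohesin and CTCF, the NuRD complex, imprinted genes, the interferon response and G2/M.

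Named genes were chosen by a rule written before the data were examined: per comparison, the 3 largest rises and 3 largest falls among called genes with a mean of at least 100 in the higher group, non-overlapping libraries (not asked of interactions) and a symbol that is not a provisional one. The text names at most 2 of the 3 per direction, a limit set after the values were seen, together with the targeted genes and members of the gene lists. Where the text calls a rise or fall of a gene the largest, this holds among the genes that met the rule. Positions are those of the GENCODE M21 annotation on GRCm38, joined by Ensembl gene identifier. At least 99.9% of the identifiers of each table were found there. Whether the authors used that build is not stated. Strand use in counting is not stated either, so a gene overlapped by exons of another gene is uncertain.

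The fitting code was tested on simulated tables built from the real gene means with negative binomial noise (dispersion 0.01) and 200 genes changed in each of 5 tables. Of 331 tested genes changed 2-fold, 80.4% were called in the right direction, of 330 changed 1.5-fold 41.2%, and of 327 changed 4-fold 98.8%, while 3.46% of 751 calls were false.

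Several gene list medians are given also with each library left out and, for members at or under a value of 3 in all libraries of a group, at the bound this floor sets. Alternatives fixed before the data were examined were pseudocounts of 0.1 and 10, no filter, a filter at a mean of 100, trimmed-mean scaling written out for these values (30% of ratios and 5% of levels trimmed), quantile normalisation, a fit of only the groups compared, the replicate number as a block, a joint threshold of adjusted p and 2-fold, groups taken from the treatment label, fry or an estimated correlation for gene lists, and leaving out each library.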

Results

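Transcript levels were compared in E14 mouse embryonic stem cells after acute loss of CTCF, a DNA-binding protein that anchors chromatin loops, or of RAD21, a cohesin subunit. The cells carried an auxin-inducible degron (AID), a tag through which an auxin triggers destruction of the tagged protein. CTCF AID cells were treated with 500 uM indole-3-acetic acid (IAA) and RAD21 AID cells with 1 uM of the analogue 5-Ph-IAA, for 0, 12 or 24 h. Other CTCF AID libraries came from a serum culture condition with or without 12 h of IAA, from cells with a hairpin against Chd4 (a chromatin remodeller of the NuRD complex) or a control hairpin, and from cells overexpressing wild-type CTCF, mutated CTCF or a control with or without IAA. The labels do not say which mutation CTCF carried, and the growth protocol describes a serum-free medium for all samples although 4 libraries are labelled as serum. Each of the 16 groups had 2 libraries, so all means ± SD below have n = 2. Values are the authors' normalised counts, with library totals of 15364584 to 19642332.

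The targeted genes were examined first. The degron acts on protein, so the transcript need not change. Rad21 (ENSMUSG00000022314.10) mRNA was 4338 ± 112 (SD, n = 2) normalised counts at 0 h, 4135 ± 83.4 at 12 h and 4193 ± 87.9 at 24 h in RAD21 AID cells, differences that limma did not call (adjusted p 0.265 and 0.428). Ctcf (ENSMUSG00000005698.15, chromosome 8, 105636568 to 105682922, plus strand) mRNA was 3277 ± 33.6 at 0 h and 4014 ± 189 after 12 h of IAA, a log2 difference of 0.29 (SE 0.05, limma adjusted p 0.00834), and 3543 ± 90.6 at 24 h, which was not called (adjusted p 0.146). In serum it rose from 5074 ± 198 to 6386 ± 134 (limma adjusted p 0.000952). In the overexpression table Ctcf was 4233 ± 140 in control cells, 9378 ± 146 with wild-type CTCF and 9650 ± 87.1 with mutated CTCF, log2 differences of 1.15 and 1.19 (SE 0.03, limma adjusted p 2.49e-08 and 1.70e-08). The table holds a single value for Ctcf, so transcripts of the added and the endogenous gene are not told apart. Chd4 (ENSMUSG00000063870.12) mRNA fell from 9725 ± 281 with the control hairpin to 3554 ± 248 with the Chd4 hairpin, 36.5% of the control on the log2(value + 1) scale (log2 difference -1.45, SE 0.06, limma adjusted p 4.95e-06). Leaving out a library moved the differences of these genes most for Chd4, between -1.52 and -1.38.

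To ask which genes responded to loss of CTCF, 12 h and 24 h of IAA were compared with 0 h. Of 13699 genes tested, limma called 2438 at 12 h (1287 higher, 1151 lower) and 3079 at 24 h (1596 higher, 1483 lower), at adjusted p under 0.05. Of these, 609 and 820 also differed at least 2-fold, and this joint threshold was the alternative that moved the counts most. Among the 609, 174 were higher and 435 lower. Genes with a mean from 10 to 50 fell by 0.18 in the median in this comparison, so the excess of falls may partly reflect a feature of these libraries. In the overexpression control after IAA, where the median of such genes was -0.02, 256 calls of at least 2-fold were higher and 293 lower. With a filter at a mean of 100, 57.9% of calls by adjusted p alone at 12 h were higher. Without a test, 1003 genes differed at least 2-fold at 12 h and 1233 at 24 h, and a filter at a mean of 100 lowered these to 280 and 352. Among genes that met the rule for naming, the largest rises at 12 h were those of Ahrr (ENSMUSG00000021575.16, chromosome 13, 74211118 to 74292331, minus strand), from 8.30 ± 2.83 to 214 ± 98.4 normalised counts (log2 difference 4.49, SE 0.39, limma adjusted p 0.000605), and Gnat1 (ENSMUSG00000034837.12, chromosome 9, 107674474 to 107679712, minus strand), from 7.97 ± 2.90 to 143 ± 7.58 (log2 difference 4.04). Lyrm9 (ENSMUSG00000072640.11, chromosome 11, 78826584 to 78846870, plus strand) had the largest fall, from 477 ± 42.5 to 16.2 ± 0.501 (log2 difference -4.79, SE 0.24, limma adjusted p 9.82e-05). Irf5 followed (log2 difference -4.17, SE 0.52), with 0 h libraries at 102 and 280 and an exonic overlap with Tnpo3 on the opposite strand. At 24 h the largest rises were those of Dkk1 (ENSMUSG00000024868.8, chromosome 19, 30545863 to 30549665, minus strand), from 5.16 ± 1.38 to 194 ± 12.5, and Glod5, from 6.69 ± 2.26 to 137 ± 5.60. The largest fall at 24 h was that of Mrpl23, from 159 ± 0.189 to 24 h libraries listed at 0 and 7.67, and leaving out either 24 h library moved the log2 difference from -5.76 to between -7.32 and -4.20.

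**Figure D1:**
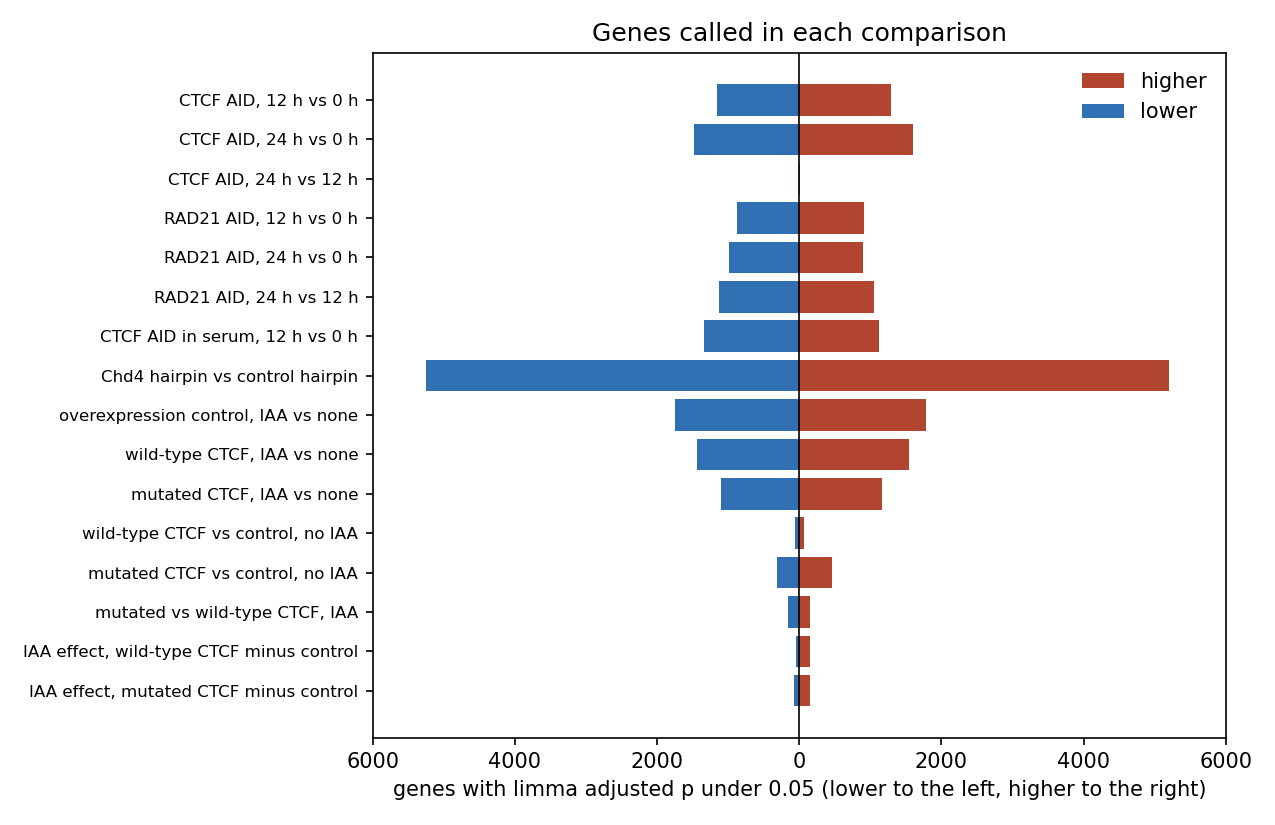
Number of genes with a limma adjusted p under 0.05 in each of the 16 comparisons, with genes that were lower drawn to the left and genes that were higher to the right of 0. The Chd4 hairpin comparison has the longest bars, with 5194 genes higher and 5245 lower, and the comparison of 24 h with 12 h in CTCF AID cells the shortest, with 12 and 8.

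The 24 h and 12 h libraries of CTCF AID cells were compared directly. limma called 20 genes between these times (12 higher and 8 lower at 24 h), while 1929 had an unadjusted p under 0.05. Fitting only these groups left 0 calls. Cpeb1 rose from 90.4 ± 0.853 to 298 ± 19.5 (log2 difference 1.71, limma adjusted p 0.0337) and Nupr1 fell from 932 ± 50.7 to 563 ± 19.04 (log2 difference -0.73, limma adjusted p 0.0337). Of the 609 genes called at least 2-fold at 12 h, 99.5% had the same sign at 24 h. Both times share the 0 h libraries, and simulated unchanged groups gave 90.7%. Across all genes the Pearson r between the 2 responses was 0.826, against 0.498 in the simulation.

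RAD21 degradation was compared in the same way. Of 13738 genes, limma called 1787 at 12 h (915 higher, 872 lower) and 1883 at 24 h (899 higher, 984 lower), of which 143 and 146 also differed at least 2-fold. Tuba3b (ENSMUSG00000067338.6, chromosome 6, 145615757 to 145621479, plus strand) had the largest rise at 12 h, from 81.1 ± 7.67 to 341 ± 20.3 (log2 difference 2.06, SE 0.17, limma adjusted p 0.00129), and was at 73.7 ± 10.6 at 24 h. Slc25a31 rose from 58.5 ± 4.67 to 215 ± 13.2. Zfp583 and Cdx1 had the largest falls at 12 h (log2 differences -1.74 and -1.50). At 24 h Zfp101 rose from 75.6 ± 13.1 to 376 ± 176 (log2 difference 2.23, SE 0.32, limma adjusted p 0.00741). Scn3a had a 24 h log2 difference of -2.70 (limma adjusted p 0.0477) that rested on a 0 h library at 343 against 61.5 in the other. Without the higher of these it was -1.47. Between 12 h and 24 h, 2189 genes were called (1054 higher and 1135 lower at 24 h). Among 143 genes called at least 2-fold at 12 h, 90.2% had the same sign at 24 h, against 90.6% that simulated unchanged groups gave with the shared 0 h libraries, and r across all genes was 0.517 against 0.497 simulated. Over all genes called by adjusted p alone the share was 78.0%.

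The direction of the CTCF response was then compared with other tables, as a description across genes, which are not independent replicates. Of 553 genes called at least 2-fold after 12 h of IAA and tested in RAD21 AID cells, 53.9% had the same sign after 12 h of 5-Ph-IAA, with a Pearson r of 0.06 and a Spearman rho of 0.02. For 723 such genes at 24 h the share was 61.4% (r 0.22, rho 0.23). For 575 genes tested in the Chd4 hairpin table it was 47.3% (r -0.03, rho -0.05). For 539 genes tested in serum it was 73.3% (r 0.61, rho 0.54), and for 579 genes tested in the overexpression table it was 80.8% in control cells (r 0.68, rho 0.63). Many of these genes were not called in the second comparison. Among those called in both, the sign was the same for 206 of 223 in serum and 271 of 303 in control cells. For RAD21 AID cells it was the same for 38 of 68 at 12 h and 95 of 119 at 24 h, and with the Chd4 hairpin for 188 of 401. Taking all genes called by adjusted p alone moved the shares in serum and in control cells most, to 64.2% and 75.9%. A filter at a mean of 100 moved the others most, to 59.0% and 66.3% in RAD21 AID cells at 12 h and 24 h and to 51.0%, across 50%, with the Chd4 hairpin.

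In serum, 12 h of IAA changed 2462 of 14494 genes by limma (1121 higher, 1341 lower), and 369 of these at least 2-fold. Scml2 rose from 21.4 ± 11.6 to 138 ± 34.9 (log2 difference 2.72) and H2-Q10 from 32.2 ± 6.87 to 208 ± 17.5 (log2 difference 2.67), the latter a member of a family with near-identical copies whose reads may have been divided. Dennd6b (ENSMUSG00000015377.10, chromosome 15, 89182213 to 89196496, minus strand) fell from 185 ± 8.65 to 10.02 ± 3.24 (log2 difference -4.11, SE 0.27, limma adjusted p 0.000146), with a microRNA gene inside its exons. Cc2d2a (ENSMUSG00000039765.15, chromosome 5, 43662346 to 43740972, plus strand) fell from 248 ± 28.2 to 24.5 ± 2.46 (log2 difference -3.29, limma adjusted p 8.11e-05).

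The Chd4 hairpin was compared with the control hairpin. limma called 10439 of 15499 genes, 67.4%, with 5194 higher and 5245 lower, and 4465 of these also differed at least 2-fold, 2719 higher and 1746 lower. With only genes of mean at least 100 in the fit the share of higher calls was 42.4%, against 49.8% with a mean of at least 10. Dab2 (ENSMUSG00000022150.16, chromosome 15, 6299788 to 6440712, plus strand) was at 1.74 and 1.82 with the control hairpin and at 616 ± 4.79 with the Chd4 hairpin, at least 205-fold higher when the control is set to a floor of 3. Magea2 was at 0 and 3.33 against 460 ± 7.32, and belongs to a family of similar genes. Dhrs7 fell from 222 ± 21.7 to 10.04 ± 1.70 (log2 difference -4.34, SE 0.25, limma adjusted p 1.49e-05). Glb1l2 fell from 111 ± 14.3 to 4.93 ± 1.43. Exons of another gene overlap Dab2 and Glb1l2 on the opposite strand, as they do Ctcf, Bmp4, Zbtb20, Trim7, Map2, Plagl1, Pdgfra and Bnip3, so these values are uncertain in so far as counting ignored strand.

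The overexpression table asked how IAA acted when CTCF was supplied from an added gene. Groups here follow the titles, against the treatment label of 4 libraries. In the control, IAA changed 3530 of 13938 genes by limma (1784 higher, 1746 lower), with wild-type CTCF 2979 (1544 higher, 1435 lower) and with mutated CTCF 2262 (1158 higher, 1104 lower). At least 2-fold calls numbered 549, 292 and 253. Gnat1 and Dkk1 had the largest rises in the control (log2 differences 5.30 and 3.88), and Scn3a and Dennd6b the largest falls (-4.14 and -3.72). Cyp1a1 had the next largest rise in the control, from 107 ± 3.38 to 858 ± 35.8 (log2 difference 2.99, limma adjusted p 2.35e-08). Cyp1b1 rose there by 3.15 on the log2 scale (limma adjusted p 7.31e-05). With wild-type CTCF, Cyp1a1 (ENSMUSG00000032315.6, chromosome 9, 57687928 to 57703824, plus strand) rose from 101 ± 8.95 to 890 ± 80.1 (log2 difference 3.12, SE 0.10, limma adjusted p 3.97e-08) and Serpinb9 from 69.4 ± 7.21 to 278 ± 7.81. Zbtb20 had the largest fall there (log2 difference -3.93), but its untreated libraries were at 187 and 1607, and without the higher the difference was -2.39. Lyrm9 also fell (log2 difference -2.48). With mutated CTCF, Cyp1b1 rose from 10.7 ± 5.27 to 123 ± 1.18 and Cyp1a1 from 140 ± 2.79 to 1491 ± 88.2, while Bmp4 fell from 198 ± 1.83 to 15.8 ± 0.628 (log2 difference -3.57, SE 0.67, limma adjusted p 0.00447) and Scn3a fell by 2.51 on the log2 scale.

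The difference between IAA effects was tested directly. limma called 197 genes for which the effect with wild-type CTCF differed from that in the control (154 with a positive and 43 with a negative difference) and 228 for mutated CTCF (147 and 81). Unadjusted p values under 0.05 numbered 1644 and 1739. Of these calls, 105 were shared. The 2 interactions share the control libraries, so a part of this overlap arises without any effect. At an unadjusted p under 0.05, 37.9% of the 1644 genes also passed with mutated CTCF, against 18.3% in simulated unchanged groups. Of the genes past that threshold in both, 95.0% had the same sign, against 99.9% simulated. In 189 of the 197 and 216 of the 228 the difference went against the effect in the control, which chance favours because that effect is subtracted. With only the groups compared in the fit, the 197 became 123. Cc2d2a fell from 219 ± 44.6 to 17.9 ± 1.37 with IAA in the control and from 257 ± 15.9 to 159 ± 25.8 with wild-type CTCF, an interaction of 2.82 (SE 0.26, limma adjusted p 0.000252). Dennd6b had interactions of 2.73 with wild-type and 2.47 with mutated CTCF. Adprhl2 (ENSMUSG00000042558.16, chromosome 4, 126316047 to 126321703, minus strand) fell from 563 ± 26.3 to 78.5 ± 1.07 in the control and from 528 ± 26.1 to 475 ± 6.88 with mutated CTCF, an interaction of 2.68 (SE 0.13, limma adjusted p 1.31e-06). Negative interactions included those of Dkk1 (-1.97) and Slco5a1 (-1.07) with wild-type CTCF and of Trim7 (-1.53) and Slc16a3 (-1.33) with mutated CTCF. Across all genes the 2 interactions, which share the control libraries, correlated with r 0.562 against 0.499 simulated.

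The CTCF response score summarised 579 genes called in the separate CTCF degradation table, 169 higher and 410 lower. IAA raised it by 1.73 in the control, from 0 ± 0.00771 to 1.73 ± 0.0108 (SD, n = 2), with the mean of untreated control cells set to 0. With wild-type CTCF it rose by 0.79, from 0.0237 ± 0.0387 to 0.813 ± 0.00257, which is 45.6% of the control effect. With mutated CTCF it rose by 0.73, from 0.283 ± 0.0683 to 1.02 ± 0.0518, or 42.4%. The exact permutation p was 0.333 in each case, the smallest that 2 against 2 libraries allow. By this test these differences therefore cannot pass a threshold of 0.05, although each exceeded the spread between libraries. The score was put to no other test, and the difference between the IAA effects on it was not tested. Scored over all genes called by adjusted p alone, the effect in the control was 0.69. Of 271 genes called again in the control with the same sign, 150 were also called in that direction with wild-type CTCF, and for 82 the interaction was called against the direction. These were 8 of 86 genes that rose and 74 of 185 that fell. The median share of the control effect left with wild-type CTCF was 59.5% for genes that rose and 31.3% for genes that fell. With mutated CTCF it was 62.8% and 31.6%. The difference between rising and falling genes was not tested.

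**Figure D2:**
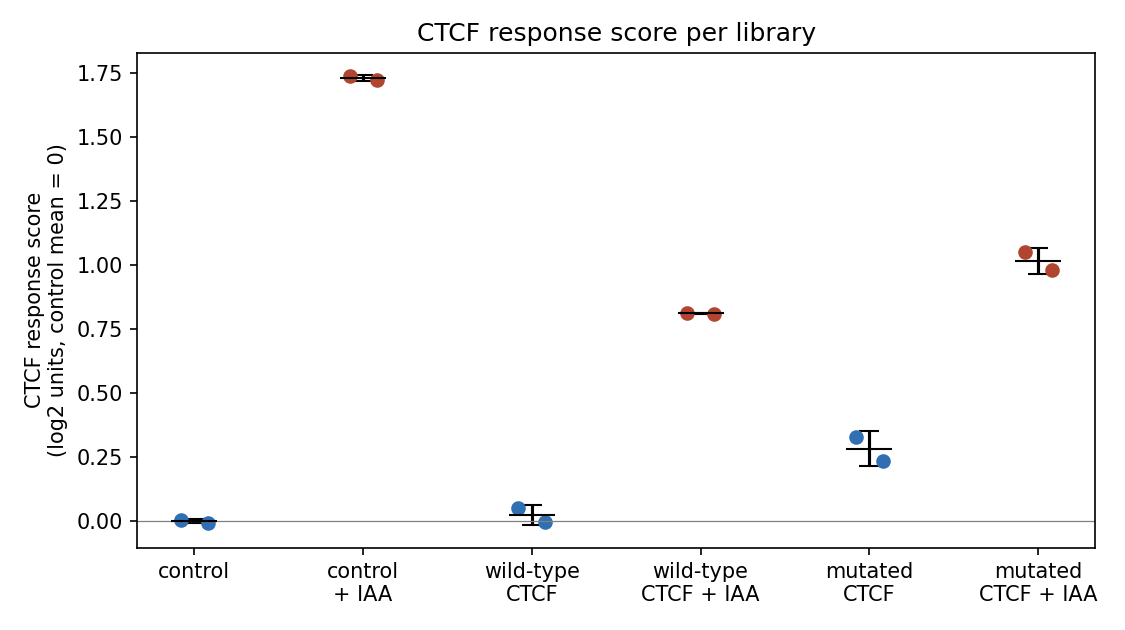
CTCF response score of each library of the overexpression table, in log2 units with the mean of untreated control cells at 0. Points are libraries, horizontal marks the group mean and bars the SD of 2 libraries, and control cells with IAA lie near 1.73, wild-type CTCF with IAA near 0.813 and mutated CTCF with IAA near 1.02.

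Without IAA, limma called 125 genes between wild-type CTCF and control (70 higher, 55 lower) and 774 between mutated CTCF and control (462 higher, 312 lower). With only the groups compared in the fit these became 2 and 186. With the libraries titled as wild-type CTCF with IAA counted as untreated, as labelled, the 125 became 21. In that fit the mutated libraries kept the groups of their titles. Map2 rose (log2 difference 1.30, limma adjusted p 0.00408) and Commd1b fell (log2 difference -2.04, limma adjusted p 0.0178, an exonic overlap with Commd1 on the same strand making it uncertain) with wild-type CTCF. Aox3 rose and Plagl1 fell with mutated CTCF (log2 differences 1.41 and -1.31). Between mutated and wild-type CTCF with IAA, 314 genes were called (150 higher, 164 lower), or 91 with only these groups in the fit. Pdgfra was higher (log2 difference 1.85, limma adjusted p 0.0320) and Bnip3 lower (-1.63, limma adjusted p 8.09e-05) with mutated CTCF.

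Gene lists were tested across comparisons. Of 184 list and comparison pairs, 42 had a camera adjusted p under 0.05, and of these 41 had a fry adjusted p under 0.05 in the same direction. Under an estimated correlation 0 of the pairs passed, so no list result below holds with that setting, while fry alone called 81. The pair that fry did not call was cohesin and CTCF at 12 h in CTCF AID cells. The directions given below were the same with trimmed-mean scaling and with quantile normalisation. Clustered protocadherins, whose variable exons join shared constant exons so that the gene-level values are uncertain, fell after IAA with a median log2 difference of -1.70 over 12 members at 12 h, -2.07 at 24 h, -2.82 over 16 members in serum (-2.78 with members at the floor set to their bound) and -2.43 over 15 members in control cells of the overexpression table (camera adjusted p 0.00543, 0.000568, 4.00e-07 and 1.51e-05). At 12 h, 8 members were called over all genes, 7 of them lower and 1, Pcdhgc3, higher, and 8 adjusted over the list alone. The median was -0.08 with wild-type CTCF (-0.02 without replicate 1 and -0.14 without replicate 2 of the untreated wild-type libraries) and -0.22 with mutated CTCF, and the interactions had medians of 1.96 and 1.77 (camera adjusted p 5.28e-08 and 3.17e-06). In RAD21 AID cells it was -0.13 at 12 h (camera adjusted p 0.552), -0.30 without replicate 1 of the 12 h libraries and -0.07 without replicate 1 of the 0 h libraries. At 24 h it was -0.01 with 7 members higher and 7 lower, and -0.16 without replicate 1 of the 0 h libraries. Hox genes fell in CTCF AID cells at 12 h (median -0.75 over 19 members, camera adjusted p 0.00045, 6 members called over all genes and 9 adjusted over the list alone) and at 24 h (median -0.68, camera adjusted p 0.00454). In control cells of the overexpression table the median was 0.09 over 11 members (camera adjusted p 0.671), and -0.07 without replicate 1 and 0.23 without replicate 2 of the libraries with IAA. In serum it was 0.54 over 5 members, 3 of them higher (camera adjusted p 0.514), and 0.21 without replicate 2 and 0.87 without replicate 1 of the untreated libraries. The difference between these tables was not tested.

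Aryl hydrocarbon receptor targets, listed because IAA is an indole and this receptor binds indoles, rose after IAA at 12 h with a median of 1.33 over 8 members (camera adjusted p 3.89e-06), with 6 members called over all genes and 7 adjusted over the list alone, and at 24 h with a median of 1.04 (camera adjusted p 0.00117). In the overexpression control the median was 1.23 with 5 of 8 members higher (camera adjusted p 0.146), and it was 0.51 without replicate 2 of the control with IAA and 1.73 without replicate 2 of the untreated control. With wild-type CTCF it was 1.22 (camera adjusted p 0.0152), and 0.75 without replicate 2 of the untreated wild-type libraries. With mutated CTCF it was 0.69 (camera adjusted p 0.0164), and 1.56 without replicate 1 of the untreated mutated libraries. In serum, with the same dose and time of IAA, the median was 0.22 over 7 members (camera adjusted p 0.649), with Cyp1a1 called higher and Slc7a5 lower over all genes and 4 members adjusted over the list alone. The median there was 0.02 without replicate 2 of the untreated serum libraries. The serum members lacked Ahrr and Cyp1a2 (log2 differences 4.49 and 1.73 at 12 h) and included Fosl1 (-1.07 in serum). The medians at 12 h and in serum therefore cover different genes, and a part of their difference may come from this. The list had a median of 0.28 over 6 members with 5-Ph-IAA at 12 h, and 0.18 without replicate 2 and 0.42 without replicate 1 of the 12 h libraries. Genes targeted by p53 rose in RAD21 AID cells (median 0.23 at 12 h and 0.38 at 24 h, camera adjusted p 0.000101 and 0.000103) and with the Chd4 hairpin (median 1.05, camera adjusted p 1.23e-05). In CTCF AID cells their direction differed between comparisons. They were higher at 24 h than at 12 h of IAA, with 22 of 23 members higher (median 0.26, camera adjusted p 2.49e-08, 0 members called over all genes, 11 at an unadjusted p under 0.05 and 10 adjusted over the list alone), and higher at 24 h than at 0 h (median 0.20, camera adjusted p 0.0236). After 12 h of IAA they fell in serum (median -0.41, camera adjusted p 5.28e-09), in the overexpression control (-0.15, camera adjusted p 0.0241) and with wild-type CTCF (-0.23, camera adjusted p 0.000326), and at 12 h against 0 h the median of -0.06 was not called (camera adjusted p 0.379, and -0.04 without replicate 1 of the 0 h libraries). With mutated CTCF the median after IAA was -0.05 (camera adjusted p 0.545). The IAA effect there lay above that in the control, with 21 of 23 members higher (median interaction 0.10, camera adjusted p 0.00682). With IAA, 21 of 23 members were higher with mutated than with wild-type CTCF (median 0.10, camera adjusted p 0.00130), and the median was 0.04 without replicate 2 of the wild-type libraries with IAA. Without IAA they were lower with mutated CTCF than in the control (-0.12, camera adjusted p 0.0149). The interaction uses the same untreated libraries, so it may partly restate this lower starting level. Naive pluripotency genes fell in serum (median -0.27), in RAD21 AID cells at 12 h (-0.18) and with the Chd4 hairpin (-0.41), with camera adjusted p of 2.54e-08, 0.00183 and 0.0133. Genes of the 2-cell-like state rose with the Chd4 hairpin, with a median of 4.50 over 19 members, or 3.85 with 5 members at the floor set to their bound, and all 19 were called higher, over all genes and adjusted over the list alone. The list held 27 symbols, and the others were not tested. A member near 0 with the control hairpin passed the filter only if it was high with the Chd4 hairpin, which favours rises. In CTCF AID cells at 24 h genes of the 2-cell-like state fell (median -0.80 over 11 members, camera adjusted p 0.0164). Of these members 3 were called over all genes, and the median was -0.62 with quantile normalisation. In serum with 12 h of IAA the median was 0.30 over 6 members, with 6 higher and 0 lower (camera adjusted p 0.394). These comparisons were not tested against each other. Imprinted genes rose with the Chd4 hairpin (median 1.09 over 29 members, camera adjusted p 0.000326). Primed and lineage genes rose in serum with IAA (median 0.39, camera adjusted p 0.000326), with a median of 0.59 without replicate 2 of the treated libraries. G2/M genes in RAD21 AID cells rose at 12 h (median 0.11, camera adjusted p 0.00357) and were lower at 24 h than at 12 h, with 25 of 30 members lower (median -0.14, camera adjusted p 0.000326), and at 24 h the median against 0 h was -0.03 (camera adjusted p 0.610, and -0.0067 without replicate 2 of the 0 h libraries). In CTCF AID cells they were lower at 24 h than at 0 h (-0.06, camera adjusted p 0.0241) and than at 12 h (-0.05, camera adjusted p 0.0393). Interferon response genes were higher with mutated CTCF than in the control without IAA (median 0.28, camera adjusted p 0.0186). They fell with IAA in mutated CTCF cells (-0.14, camera adjusted p 0.0200, and -0.25 without replicate 2 of the untreated mutated libraries). Both results use the untreated mutated libraries and are not independent. With IAA, interferon response genes were lower with mutated than with wild-type CTCF (-0.19, camera adjusted p 0.0209, and -0.10 without replicate 1 of the mutated libraries with IAA). The interaction with wild-type CTCF had a median of 0.20 (camera adjusted p 0.0236), and 0.11 without replicate 2 of the untreated wild-type libraries. The remaining called pairs were NuRD genes between 24 h and 12 h in RAD21 AID cells (-0.16, camera adjusted p 0.0411), cohesin and CTCF genes at 12 h in CTCF AID cells (0.17, camera adjusted p 0.0257) and with mutated CTCF against control without IAA (0.06, camera adjusted p 0.0241), and naive pluripotency genes with mutated against wild-type CTCF with IAA (-0.09, camera adjusted p 0.0411). The cohesin and CTCF list includes Ctcf, the overexpressed gene. With mutated CTCF against control, Ctcf had the highest log2 difference of the list (1.19), and 2 of 17 members were called. That list call may therefore partly restate the overexpression.

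**Figure D3:**
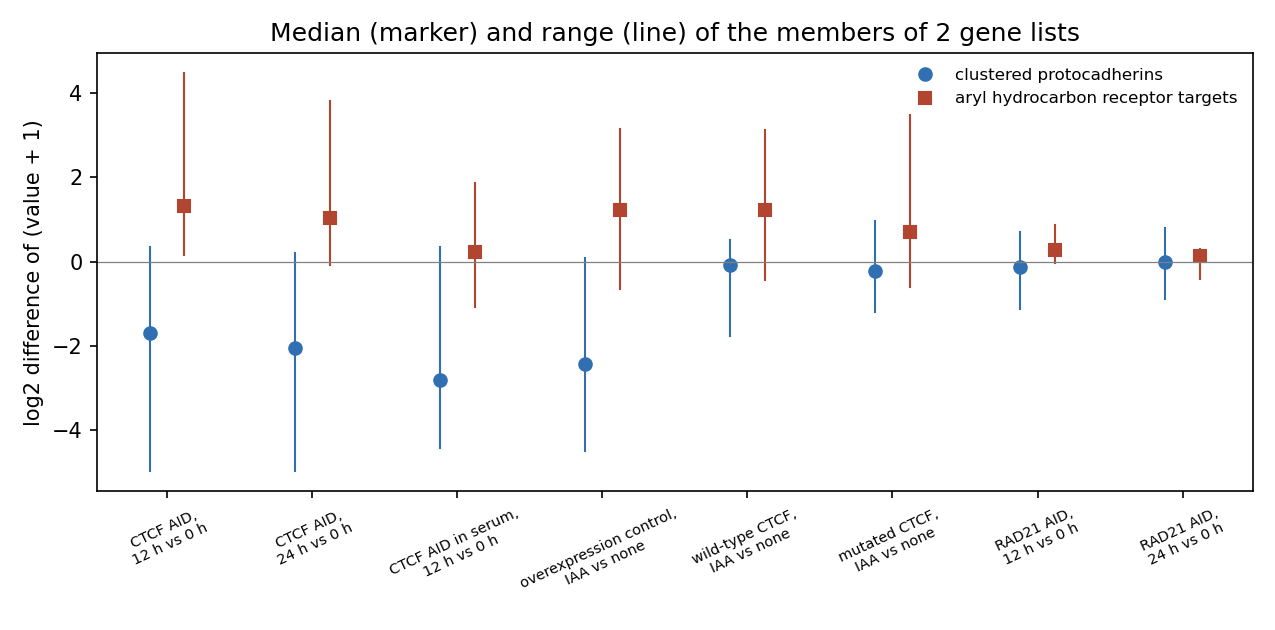
Log2 differences of (value + 1) for clustered protocadherins and aryl hydrocarbon receptor targets in 8 comparisons, where markers are list medians and lines reach from the lowest to the highest member. The protocadherin median lies at -1.70 and below after IAA where no CTCF was added and at -0.08 with wild-type CTCF, while that of the receptor targets lies at 1.22 there.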

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

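The tests on direction, GC content, gene length and culture time in this part were chosen after the results were seen, and the limits by which each was read were set after exploration.

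The effect of IAA differed between cells overexpressing wild-type CTCF and control cells for 197 genes, and between cells overexpressing mutated CTCF and control cells for 228, by a limma test of the difference itself. A technical difference between library sets, unrelated to loss of CTCF, would move genes without regard to their response in the separate CTCF degradation table. Of 579 genes called at least 2-fold there, the difference went against their own direction in 74.6% with wild-type CTCF and 77.9% with mutated CTCF. In 10000 random gene sets matched on mean value the medians were 49.1% (95% of sets between 45.3% and 53.2%) and 49.7% (45.8% to 53.9%). Such sets treat genes as independent. Trends with GC content and exonic length were removed from each library, and 185 of the 197 and 200 of the 228 calls were left, which argues against these trends as the whole cause. A weaker IAA effect where CTCF was supplied is a candidate explanation that remains open, and these tests do not say whether differences between the cell lines, grown and sampled separately, contributed. Titles and treatment labels disagree for 4 of these libraries, and all values follow the titles.

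RAD21 AID cells differed between 12 h and 24 h of 5-Ph-IAA for 2189 genes, while CTCF AID cells differed between 12 h and 24 h of IAA for 20. The tables were normalised separately, so the difference between these counts was not tested. Removing trends with GC content and length left 1925 of the 2189. In CTCF AID cells the same correction raised the count from 20 to 72, with the 20 among them, so the smaller count depends on it. A change with culture time common to both lines would give these genes the same sign in CTCF AID cells. That was so for 59.99% of 2167 of them, against 50.9% (48.7% to 52.9%) in matched random sets, so culture time may account for a part, while the remaining genes went the other way. No untreated 24 h library was analysed here, so time and treatment are confounded. Of the 20 genes in CTCF AID cells, 55% had the same sign in RAD21 AID cells, and random sets of 20 gave 30% to 70%, so for these genes a change with culture time cannot be told apart from an effect of longer treatment, because they are too few.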

How the results depend on the processing

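Numbers of genes called by adjusted p stayed within 1.5 times of the reported number in all 16 comparisons with a pseudocount of 0.1 or 10, without a filter, with a filter at a mean of 100, with trimmed-mean scaling and with quantile normalisation. None of 70 log2 differences of genes and effects on the response score changed sign in 525 values under the alternatives run. Outside interactions, genes named by the rule had non-overlapping libraries, so leaving out a library or a pseudocount of 10 could not reverse their sign. Trimmed-mean factors lay between 0.996 and 1.003, and quantile normalisation was not applied to single genes or the score. The unchanged signs therefore say little about robustness. The larger side among called genes, which lay near 50% in several comparisons, did change. With quantile normalisation the share of higher calls went from 45.5% to 50.8% in serum, from 47.7% to 50.8% in RAD21 AID cells at 24 h, from 48.1% to 50.5% between 24 h and 12 h there, and from 51.8% to 49.98% in CTCF AID cells at 24 h. With the Chd4 hairpin it went from 49.8% to 52.1% without a filter and 50.2% with trimmed-mean scaling. Requiring 2-fold changed the larger side in 10 comparisons, among them CTCF AID cells at 12 h (from 52.8% to 28.6% higher) and the Chd4 hairpin (to 60.9%). The planned tests on whole reads were not run, because whole reads were not recovered. With 2 libraries per group, leaving out a library leaves a group of 1, so such fits give no p and no call. Where no cause is given below, the cause was not tested.

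Requiring at least 2-fold besides the adjusted p lowered every count by construction. In CTCF AID cells it left 609 genes at 12 h, 820 at 24 h and 4 between these times, in RAD21 AID cells 143, 146 and 166, in serum 369 and with the Chd4 hairpin 4465. For IAA it left 549 in the overexpression control, 292 with wild-type and 253 with mutated CTCF. It left 18 between wild-type CTCF and control, 43 between mutated CTCF and control, 29 between mutated and wild-type CTCF with IAA, and 71 and 73 for the differences between IAA effects.

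Fitting only the groups compared, with fewer samples to estimate the spread, kept 11 of 16 counts within 1.5 times. The others were 0 between 24 h and 12 h in CTCF AID cells (1929 at an unadjusted p under 0.05 with all groups), 2 between wild-type CTCF and control, 186 between mutated CTCF and control, 91 between mutated and wild-type CTCF with IAA, and 123 for the wild-type difference between IAA effects. Groups from the treatment label gave 21 genes between wild-type CTCF and control. Only the libraries titled as wild-type CTCF with IAA were regrouped in that fit, and the mutated libraries kept the groups of their titles. The IAA effects with wild-type and mutated CTCF and their differences from the control could not be formed from those labels. Nor could mutated CTCF against control without IAA, or mutated against wild-type CTCF with IAA.

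Replicate numbers were checked as a pairing. Deviations of libraries with the same number correlated with r from -0.063 to 0.102 across genes, so the libraries share only a number. With the replicate number as a block, 15 of 16 counts stayed within 1.5 times, and that between 24 h and 12 h in CTCF AID cells became 0. The share of higher calls with the Chd4 hairpin went to 50.02% with the block. Of the single genes, Lrp8os2, Cpeb1, Nupr1 and Pdcl3 in that comparison were no longer called.

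Genes changed at least 2-fold without a test fell in number with a pseudocount of 10, which shrinks differences of low genes. They numbered 661 in CTCF AID cells at 12 h and 131 between 24 h and 12 h, 223, 231 and 228 in the RAD21 comparisons at 12 h, at 24 h and between them, and 295 in serum. IAA gave 495 in the overexpression control, 255 with wild-type and 230 with mutated CTCF. There were 75 for wild-type CTCF against control, 84 for mutated CTCF against control, 90 for mutated against wild-type CTCF with IAA, and 279 and 274 for the differences between IAA effects. A filter at a mean of 100, with fewer genes, gave in the same order 280 and 38 in CTCF AID cells (and 352 at 24 h), 83, 78 and 83 in RAD21 AID cells, 132 in serum, 2103 with the Chd4 hairpin, 228, 108 and 101 for IAA, then 35, 22, 28, 104 and 96. Leaving out each library gave 484 to 555 between 24 h and 12 h in CTCF AID cells, 391 to 443 for wild-type CTCF against control, 423 to 477 for mutated CTCF against control and 367 to 466 for mutated against wild-type CTCF with IAA.

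The share of CTCF genes with the same direction elsewhere moved with the filter at 100 to 59.0% in RAD21 AID cells at 12 h, 66.3% at 24 h, 78.3% in serum, 77.4% in the overexpression control and 51.0% with the Chd4 hairpin, against 47.3% with the filter at 10. With a pseudocount of 10 it was 75.3% in serum and 46.5% with the Chd4 hairpin. Over genes called by adjusted p alone it was 60.1% in RAD21 AID cells at 24 h, 64.2% in serum, 75.9% in the overexpression control and 45.9% with the Chd4 hairpin, and between 12 h and 24 h it was 98.3% for CTCF and 78.0% for RAD21. Leaving out each library gave 52.6% to 53.7% and 60.4% to 62.8% for RAD21 at 12 h and 24 h, 71.6% to 74.4% in serum and 46.1% to 48.2% with the Chd4 hairpin.

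The effect of IAA on the response score was 1.53 in the control and 0.74 with wild-type CTCF at a pseudocount of 10. With the filter at 100 it was 1.57, 0.66 with wild-type and 0.64 with mutated CTCF, and over genes called by adjusted p alone 0.69, 0.35 and 0.30. Across the fits that each left out a library, the log2 difference of Chd4 lay from -1.52 to -1.38, and that of Ctcf from 0.29 to 0.37 in serum with IAA, 0.25 to 0.31 in the overexpression control with IAA, 1.11 to 1.18 with wild-type and 1.16 to 1.22 with mutated CTCF. Of the list and comparison pairs, fry called 81 and camera with an estimated correlation 0.

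For 58 log2 differences of 44 single genes, 438 values were recomputed, of which 379 held, 5 were weaker and 54, all from leaving out a library, moved by more than the spread between libraries. The weaker ones were the 4 genes named with the block and Scn3a at 24 h in RAD21 AID cells with a pseudocount of 10. Each gene's depth is known only approximately, and low genes carry the least certain values.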

Other observations

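The tests of the label conflict and of the score as a response to the auxin were written before their results were seen, with limits for reading them set later, and the other tests in this part were chosen after the results were seen.

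The titles and the treatment labels of 4 overexpression libraries disagree. If the libraries titled as mutated CTCF without IAA had been treated like those titled with IAA, their CTCF response scores would be equal, but the libraries titled with IAA lay 0.734 higher, with SDs of 0.0683 and 0.0518. If the libraries titled as wild-type CTCF with IAA had not been treated, aryl hydrocarbon receptor targets would not differ from those without IAA, but their median differed by 1.22 on the log2 scale. Both results argue against wrong titles. The untreated mutated libraries nevertheless had a score of 0.283, above that of untreated control and wild-type libraries, and no explanation of this was tested.

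A response to the auxin itself through the aryl hydrocarbon receptor was weighed as the whole cause of the calls in CTCF AID cells. It would give as large a response where wild-type CTCF was supplied, but the response score there was 45.6% of that in the control, which argues against it as the whole cause. The receptor's own targets were different. Their median rise with wild-type CTCF was 99.1% of that in the control, as a response to the auxin would give. This measure replaced an earlier one, the median difference between the IAA effects, which was 0.15 with 5 members higher and 3 lower, and 0.03 without replicate 1 of the control with IAA. The comparison is loose, since leaving out a library moved the control median to between 0.51 and 1.73 and 3 of 8 members fell there. In serum with 12 h of IAA the median was 0.22, with Cyp1a1 called higher and Slc7a5 lower among 7 members, not all of them members in the control. The list was called by camera neither there (adjusted p 0.649) nor in the control (adjusted p 0.146). By fry it was called higher in both (adjusted p 0.0483 in serum and 0.000210 in the control). The choice to weigh camera calls here was made after these values were seen. For these targets a response to IAA cannot be told apart from an effect of losing CTCF, because the comparisons with IAA differ and whether serum alters the response was not tested. Other effects of IAA were not tested.

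Genes with a mean from 10 to 50 in the CTCF degradation table fell by 0.18 in the median at 12 h and by 0.14 at 24 h on the log2 scale, while genes with a mean of at least 500 rose by 0.05. Each pairing of a 12 h with a 0 h library gave a median between -0.20 and -0.16. A general fall of weakly expressed genes on loss of CTCF would appear in the control cells of the overexpression table as well, where the median of these genes was -0.020. Shallower libraries would need a lower depth than at 0 h, but at 12 h approximate depth was 106% of that of the 0 h libraries, which argues against depth at 12 h. At 24 h approximate depth was 87.3% of that at 0 h and 82.3% of that at 12 h, but the median of these genes was 0.033 higher at 24 h than at 12 h. The 0 h libraries differed by -0.014 from each other at an approximate depth of 84.2%, and the 12 h libraries by -0.0017 at 88.3%. These values argue against depth as the cause at 24 h too, as far as approximate depth tells. The authors' normalisation, whose method is not stated, and differences in RNA or library quality remain open and untested, so falls of low genes in this table may partly reflect them.

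Ctcf mRNA rose with 12 h of IAA in CTCF AID cells and was not called at 24 h (log2 difference 0.11, limma adjusted p 0.146). A rise caused by loss of CTCF function would be smaller where CTCF was supplied, but the rise differed by only -0.0053 with wild-type CTCF. This cannot be told apart from other causes, because transcripts of the added and the endogenous gene share a single value.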
